A study of Chrysanthemum x morifolium with 24 samples. Its data were reported in "HD-ZIP Transcription Factors and Brassinosteroid Signaling Play a Role in Capitulum Patterning in Chrysanthemum" (2023).

How the data were processed

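Flower buds of chrysanthemum (Chrysanthemum x morifolium) were profiled by RNA-seq in the decorative variety V1 and in its spontaneous mutant M1, which forms more disc florets. Per the study's methods, reads were assembled de novo with Trinity from the V1 libraries, 1 isoform was kept per gene, and the reads of both genotypes were mapped to this assembly with Bowtie2 and quantified with RSEM. The versions of these tools are not given in the sources used here.

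The expression table has 1 row per assembled transcript and 24 value columns. These columns are named by a running number, whereas the libraries are labelled by genotype, stage and replicate letter, and 0 of the 24 column names is a library label. The sources used here (the sample labels, the study's text and its supplementary tables, of which long sheets were shortened) did not link these names to the libraries. The data processing notes of the repository record were not used here. Assigning columns by their order or by the expression they hold would have been a guess, so none of the 24 value columns was used, and the unit of their values was not relied on. Depth per library, replicate spread and all expression comparisons are therefore not reported here.

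The header and the transcript identifiers were read with Python 3.11.15. A Trinity identifier names a component (DN number), a cluster within it (c number), a gene (g number) and an isoform (i number). Distinct components, clusters and genes were counted, together with the number of rows that each holds. A list of transcripts that the study pairs with gene names was fixed before the data were examined and was looked up by full identifier. For 1 further transcript only the component number was known, and the rows of that component were counted. No sequence, genome position or functional annotation was used.

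The planned tests of M1 against V1 at each stage, of genotype by stage, and of the last against the first stage in each genotype were not run, because each needs the group of every column.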

Results

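To compare capitulum development between a variety and a mutant with more disc florets, 24 RNA-seq libraries were made from flower buds. The capitulum is the composite flower head of chrysanthemum, in which ray florets with a long ligule lie at the rim and disc florets lie in the centre. The libraries covered 2 genotypes, V1 and M1, at 4 stages, with 3 libraries in each of the 8 groups. Stages were assigned by bud diameter. Buds measured 0.5 to 2 mm at stage 0, 2 to 3 mm at stage 1, 4 to 5.5 mm at stage 2 and 6 to 8 mm at stage 3.

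The design asks which transcripts differ between M1 and V1 at each stage. The columns of the expression table could not be assigned to these libraries, so no expression level, fold change or test between the genotypes or stages is given.

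The table listed 239086 transcripts. These belonged to 239086 distinct Trinity genes, so that each gene was represented by 1 isoform. The genes fell into 128875 clusters, each of which groups the genes with the same DN and c numbers. A total of 87983 clusters, or 68.3%, held 1 gene, and the largest cluster held 25 genes. Cluster sizes count only the genes listed in the table, which are fewer than the putative genes of the assembly, so each size is a minimum for the assembly and a cluster with 1 listed gene can have had more.

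All 28 transcripts of the fixed list with a full identifier were present in the table. Of these, 24 shared their cluster with at least 1 other gene. This is a count of genes and not of clusters. Across the table, 87983 of the 239086 genes were the only gene of their cluster, so most genes shared a cluster there too. Among the transcripts that the study assigned to DWF1, a gene for brassinosteroid synthesis, TRINITY_DN96938_c0_g1_i1 was the only gene of its cluster, whereas TRINITY_DN47421_c0_g2_i9 was 1 of 4 genes. The component DN45082, also assigned to DWF1, had 3 genes in the table. The BEN1 transcript TRINITY_DN45086_c0_g1_i7 lay in a cluster of 5 genes. Of the transcripts assigned to the homeodomain gene PDF2, TRINITY_DN65126_c1_g2_i2 was 1 of 5 genes in its cluster, and TRINITY_DN32354_c2_g1_i1 was the only gene of another cluster. The GIR1 transcript TRINITY_DN43323_c1_g2_i1 shared its cluster with 1 other gene. The 4 HERK1 transcripts on the fixed list, which does not hold every transcript that the study assigned to this gene, each lay in a cluster of 3 genes, and the FER transcript lay in a cluster of 4 genes. One BAK1 transcript was the only gene of its cluster, and the other lay in a cluster of 3 genes. The FWA transcripts lay in clusters of 2 and 8 genes, and the clusters of PDL1, PDL2, HDG2 and HAT4 held 1, 5, 10 and 3 genes, respectively. Genes of a cluster can be alleles, related copies that share reads or incomplete sequences. The identifiers do not tell these apart, so a cluster size is no count of gene copies. A transcript that is the only gene of its cluster can still have a close copy in another cluster or component, which the identifiers do not show either. The study reported such a case for PDF2. It found identical protein sequences for the PDF2 transcripts, which lie in different components, and held that they most likely come from 1 gene. For the FWA transcripts, also from different components, it likewise reported a shared protein sequence.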

Values the study reported

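The study reported an assembly of 746,130 isoforms that represented 251,805 putative genes. It reported 887, 1032, 1323 and 981 differentially expressed genes between M1 and V1 at stages S0, S1, S2 and S3, at an adjusted p-value below 0.01. These counts were not recomputed here.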

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

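The definition of a cluster was varied after the identifiers had been seen. When identifiers were grouped by component (DN number) and not by cluster (c number), 62.1% of the 89836 components held 1 gene, against 68.3% of clusters. A component can contain several clusters, so the number of groups with 1 gene cannot rise, and it fell from 87983 to 55818. The number of groups falls as well, so the direction of the change in percentage is not fixed by the construction.

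The alternatives planned for the expression comparisons (DESeq2, other normalization and filters, separate fits per stage, libraries left out in turn, other thresholds, and counts summed per cluster) were not run, because the columns were not assigned to libraries. No paired analysis was possible because the columns carry no replicate letter.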
